A study of Mus musculus with 24 samples. Its data were reported in "BRAFV600E drives dedifferentiation in small intestinal and colonic organoids and cooperates with mutant p53 and Apc loss in transformation" (2020).

How the data were processed

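RNA sequencing of 24 organoid libraries was analysed, 12 from the small intestine (SI) and 12 from the colon (COL) of mice. The organoids carried a conditional BRAFV600E allele, a conditional p53R172H allele or both, and were left non-induced (off) or induced with 4-hydroxytamoxifen (on), with 2 libraries per group. Per the labels and the methods of the study, the libraries were paired-end, reads were trimmed for quality and adapters, and STAR aligned them to the mouse genome (GRCm38, equal to mm10) and counted them per gene. The deposited values are raw read counts per gene, made by the authors without normalization and with replicates kept apart. The values were checked to be whole numbers whose totals differ between libraries. The aligner version, the annotation release and the use of strand were not stated, so reads of overlapping genes and of near-identical gene families may be assigned differently from other counting schemes.

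Each table held 45706 Ensembl gene identifiers. Of these, 45143 were matched to a symbol and coordinates of GENCODE release M21, 5 named symbols were matched through a synonym, and 563 identifiers had no match. Unmatched identifiers stayed in the fits. All columns of the tables were assigned to a group from their labels, and no library was left out.

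Within each tissue, counts were scaled by trimmed mean of M-values (TMM), low counts were removed with filterByExpr at its default settings, and the 12 libraries were fitted in one quasi-likelihood model with a mean per genotype and state (estimateDisp, glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3). On was tested against off in each genotype. The difference of the BRAFp53 and BRAF responses, and this difference less the p53 response, were tested as contrasts of the same fit. The responses of the tissues were compared in a joint fit of the 24 libraries. For the comparison of off organoids between tissues, the 2 off libraries of a culture were summed, giving 3 cultures against 3. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Levels are counts scaled by TMM to a library of 1e6 (CPM), given as mean and SD of the 2 libraries, and a level at or under 3 counts was treated as below detection, with folds against it given as bounds. Since each genotype came from 1 donor culture per tissue, the 2 libraries measure the spread of handling and not that of animals.

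The choices of tests, gene lists, named genes and alternatives were made before the data were examined. Exceptions are the tests that the closing sections name as chosen, or as read by a rule set, after the result was seen. The genes named are, first, Braf and Trp53, second, the transcripts that the study names in its results text (26 for the BRAF response, 7 for epithelial-mesenchymal transition and 10 for freshly isolated crypts, read here in off organoids), and last, per contrast, up to 5 genes per direction with the largest absolute log2 fold change. The last kind needed an adjusted p under 0.05, an average log2 CPM of at least 3 and, for on against off, both on libraries on the same side of both off libraries. Predicted genes without a name were skipped, and the text gives a part of the genes that the rule allows. Of the 10 genes for crypts the study names Ksr1, Dusp6 and Cdx2, and only the families of the others, whose members Spred1 to Spred3 and Spry1 to Spry4 were filled in here. Snai2 belongs to the second kind. The genes used to examine a mixed library and the Y-linked genes in the closing section were chosen after their values were seen.

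There were 10 gene lists, for p53 targets (50 genes), ERK targets (27), stem cell and Wnt targets (28), fetal and regenerative genes (30), enterocytes (38), Paneth cells (17), goblet cells and mucins (22), gastric and serrated lesions (18), proliferation (30) and glycolysis (16). The panel of the study held 2, 3, 8, 5, 9, 1, 5, 7, 0 and 4 of them, and 4 ERK targets, 1 stem cell gene and 5 fetal genes were also in another list. Lists were tested with fgsea 1.28.0 on all genes ranked by log2 fold change, with adjustment over 130 tests (10 lists and 13 contrasts). A panel of 142 transcripts selected by the study was examined without a test that takes genes as replicates. A list of 5 sex markers and one of 11 stromal and immune markers were read as levels only.

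The procedure was tested on simulated data of the same depth, with 200 genes changed. In the changed COL arm edgeR recovered 46.1% of 193 tested changed genes with 1 false call, and in SI 61.9% of 194 with 6 false calls. In the arm without changes it made 0 calls in both tissues, none of the genes having been changed. Differences of 2 arms were recovered at 35.2% in COL and 46.4% in SI, differences between tissues at 33.5%, and the comparison of off organoids at 26.5%.

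Alternatives were RLE size factors, no filter on low counts, a filter of at least 10 counts in every library, DESeq2 1.42.0, limma-voom (limma 3.58.1), a further requirement of an absolute log2 fold change of at least 1, the replicate number as a block, a fit of only the 4 libraries of a genotype, each library or culture left out in turn, the 12 off libraries taken as 6 against 6, and camera (inter-gene correlation 0.01) and fry for lists. Further packages were data.table (1.17.8), Python 3.11.15 and matplotlib 3.10.9. Raw reads, mutant transcripts, splicing and the human tumour data of the study were not analysed here.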

Results

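RNA was sequenced from 24 libraries of mouse intestinal organoids, which are epithelial cultures grown in gel from crypts of the small intestine (SI) or the colon (COL). The donor mice carried conditional alleles of Braf, of Trp53 or of both. Recombination by 4-hydroxytamoxifen (4-HT), which activates a Cre recombinase in intestinal epithelium, switches them to BRAFV600E, a constitutively active kinase, and to p53R172H, a mutant of the tumour suppressor p53. The 3 genotypes are called BRAF, p53 and BRAFp53 here, and non-induced and induced libraries are called off and on. Each genotype came from 1 donor culture per tissue, and each culture gave 2 off and 2 on libraries, so that 12 groups of 2 libraries were compared. A difference between genotypes is therefore also a difference between donor cultures. SI and COL cultures further differed in the 4-HT dose (0.5 and 3.5 µM for 24 h) and in the day of RNA isolation (day 8 and day 3).

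COL libraries held 51.2 to 78.2 M counts (M, 1e6; median 63 M) over 20891 to 22750 genes, and SI libraries 44.4 to 68.2 M counts (median 56.3 M) over 19250 to 20456 genes. The 3 transcripts most abundant over all 24 libraries took 3.05% to 9.71% of a COL library and 3.16% to 7.17% of an SI library. They need not be the 3 highest of each library. A level of 3 counts, taken as the limit of detection, was 0.0384 to 0.0586 CPM (counts scaled to a library of 1e6) in COL and 0.044 to 0.0676 CPM in SI. Limits and intervals given here cover counting error only. The 2 libraries of a group correlated across genes with r of 0.9854 to 0.9938 on the log2 CPM scale. Their counts differed by more than sampling noise in all 12 groups (chi-square per degree of freedom of 22.2 to 102), so each library was kept as a sample. In COL, the first principal component held 42.1% of the variance and ordered the libraries by donor culture, and the second (30%) placed the on libraries of each culture below its off libraries. In SI, the first component (54.6%) separated the BRAF and BRAFp53 on libraries from the other libraries.

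The targeted genes were examined first, as a check of the labels. Levels are the mean ± SD of the 2 libraries of a group, in CPM scaled by trimmed mean of M-values (TMM) within a tissue. Trp53 (ENSMUSG00000059552, GRCm38 chromosome 11, 69580359 to 69591873) rose upon induction in COL p53 organoids from 233 ± 15.8 to 448 ± 1.12 CPM, and in COL BRAFp53 organoids from 166 ± 15.8 to 319 ± 61.2 CPM. The log2 fold changes were 0.94 in both (SE 0.13, edgeR quasi-likelihood adjusted p = 0.0227 and 0.000623). In SI, Trp53 rose from 139 ± 3.15 to 199 ± 36 CPM in BRAFp53 organoids (log2 fold change 0.52, SE 0.13, edgeR adjusted p = 0.0236). In SI p53 organoids it rose from 145 ± 0.19 to 246 ± 7.2 CPM, with both on libraries above both off libraries, yet this change did not pass the edgeR threshold over all genes (log2 fold change 0.76, SE 0.13, adjusted p = 0.194). It passed in DESeq2 (adjusted p = 4.26e-05), but not in limma-voom or with RLE size factors (adjusted p = 0.0713 and 0.212). In BRAF organoids, which carry no Trp53 mutation, Trp53 fell by 0.44 on the log2 scale in COL (adjusted p = 0.0332) and by 0.62 in SI (adjusted p = 0.00351). Braf transcripts (ENSMUSG00000002413, chromosome 6, 39603237 to 39725463) rose by 0.44 on the log2 scale in COL BRAF organoids (30.1 ± 0.953 to 40.7 ± 1.9 CPM, edgeR adjusted p = 0.0595) and by 0.50 in SI BRAF organoids (12 ± 1.79 to 17 ± 1.34 CPM, adjusted p = 0.0666). Neither passed the threshold, whereas both passed in DESeq2 (adjusted p = 0.0274 and 0.0271, against a highest value over the alternatives of 0.0727 and 0.0826), and the SI change also with RLE size factors (adjusted p = 0.0489). Gene counts do not tell mutant from wild-type transcripts.

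**Figure D1:**
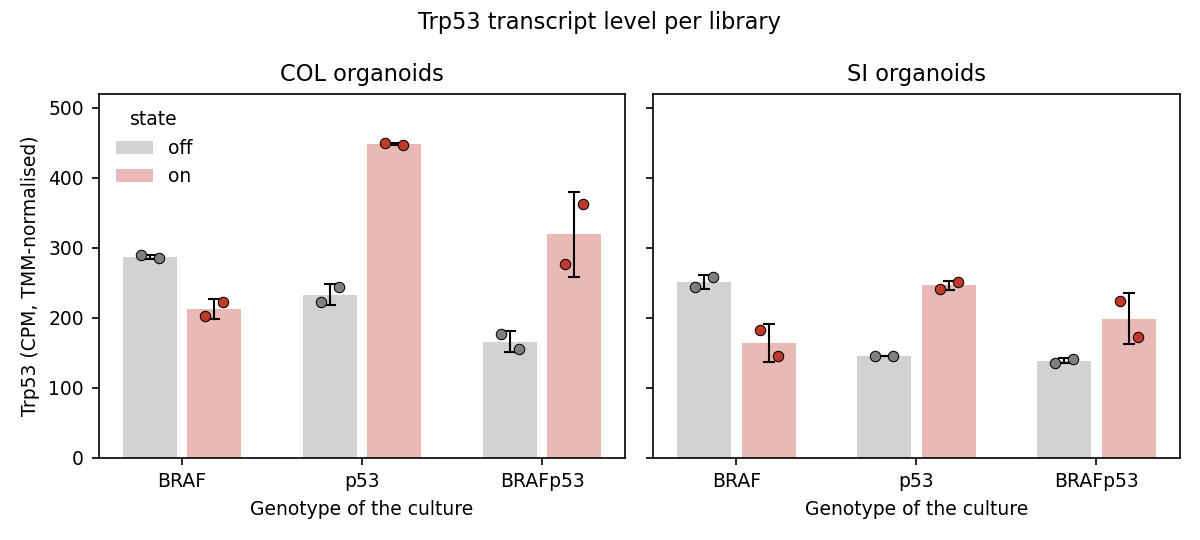
Trp53 level in each of the 24 libraries, in TMM-scaled CPM within each tissue, by tissue, genotype and induction state; points are libraries, bars are group means and error bars the SD. On libraries of the p53 and BRAFp53 cultures lie above their off libraries, and on libraries of the BRAF cultures lie below theirs.

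Next, the number of genes that responded to each oncogene was determined. The edgeR quasi-likelihood test was used with a Benjamini-Hochberg adjusted p under 0.05, with 18972 genes tested in COL and 16856 in SI. BRAFV600E alone changed 3776 genes in COL (1953 up, 1823 down) and 5345 genes in SI (2948 up, 2397 down). A requirement of an absolute log2 fold change of at least 1 moved these counts most, to 1512 and 2011. Both oncogenes together changed 3360 genes in COL (1888 up, 1472 down) and 1941 in SI (1177 up, 764 down). With an absolute log2 fold change of at least 1 the COL balance turned to 631 up and 701 down. p53R172H alone changed 27 genes in COL (6 up, 21 down) and 0 in SI. At an unadjusted p under 0.05, 1583 genes passed in the COL p53 arm and 873 in the SI p53 arm, where chance alone gives 949 and 843. The p53 counts depended on the method. DESeq2 called 324 genes in COL and 65 in SI, and tests without a filter on low counts called 569 and 155. In simulated libraries of the same depth and size, edgeR recovered 46.1% of 193 changed COL genes with 1 false call, and DESeq2 recovered 55.4% with 29 false calls. The median log2 fold change over all genes lay between -0.06 and 0.08 in every comparison reported here.

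**Figure D2:**
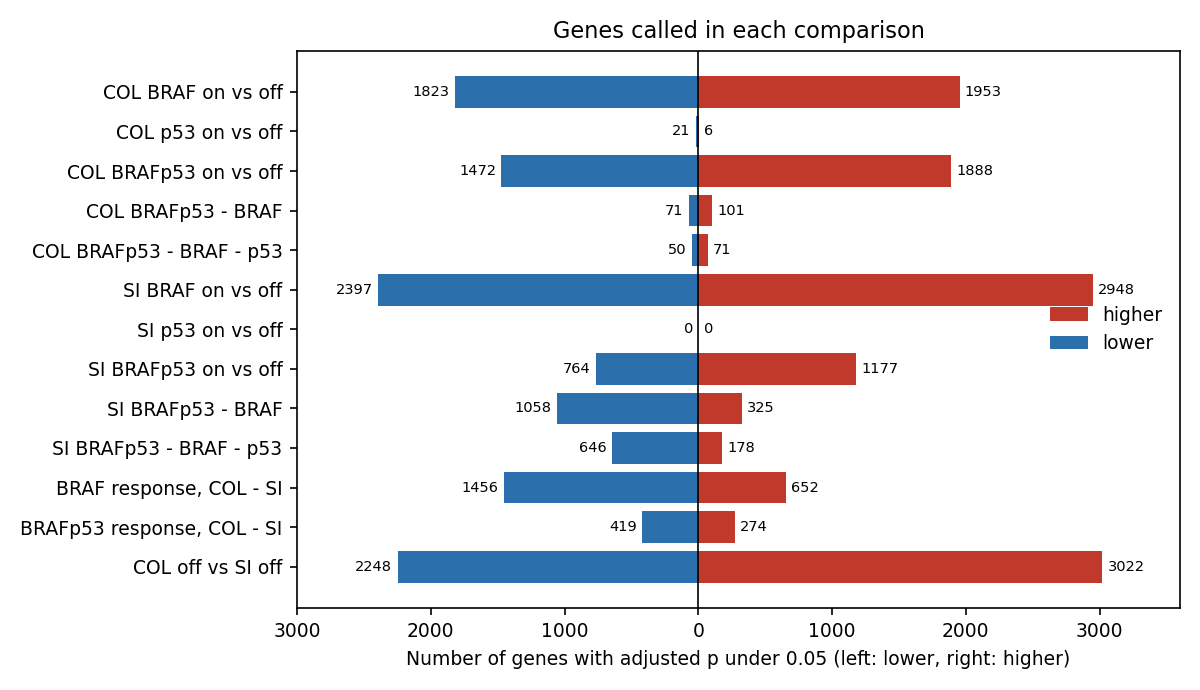
Number of genes with an edgeR adjusted p under 0.05 in each of the 13 comparisons (vertical axis), with genes of lower expression to the left (blue) and of higher expression to the right (red) of 0. BRAFV600E alone changed 3776 genes in COL and 5345 in SI, against 27 and 0 for p53R172H alone.

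In both tissues, the responses to BRAFV600E with and without p53R172H overlapped. Of the 3776 genes called in COL BRAF organoids, 1696 were also called in COL BRAFp53 organoids (669 expected by chance), 1662 of them in the same direction. In SI, 1383 of 5345 genes were shared (615 expected), 1303 in the same direction. Between tissues, 1947 genes were called in both BRAF arms and 1762 of these changed the same way, among 16307 genes tested in both. For BRAFp53, 903 genes were shared and 858 changed the same way. Of the 27 genes called in COL p53 organoids, 20 were also called in the COL BRAF arm, 19 in the same direction, and 22 in the COL BRAFp53 arm, all 22 in the same direction.

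Among abundant genes, the largest increases in COL BRAF organoids included Col18a1 (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548), which rose from 4.18 ± 0.743 to 82.2 ± 6.8 CPM (log2 fold change 4.30, SE 0.29, edgeR adjusted p = 7.26e-06). Ly6g (ENSMUSG00000022582, chromosome 15, 75155240 to 75159126) rose from 6.11 ± 1.57 to 175 ± 9.85 CPM (log2 fold change 4.84), and it belongs to a family of similar genes whose reads may have been split in counting. In SI BRAF organoids, Nid1 (ENSMUSG00000005397, chromosome 13, 13437551 to 13512269) rose from 0.498 ± 0.131 to 52.6 ± 9 CPM and Tmigd1 (ENSMUSG00000020839, chromosome 11, 76902159 to 76916587) from 3.53 ± 1.44 to 356 ± 65.6 CPM (log2 fold changes 6.74 and 6.67). The stem cell transcription factor Ascl2 (ENSMUSG00000009248, chromosome 7, 142966829 to 142969264) fell there from 13.5 ± 1.19 to 1.81 ± 0.842 CPM (log2 fold change -2.88, SE 0.36, edgeR adjusted p = 4.91e-05). In SI BRAFp53 organoids, Tm4sf4 (ENSMUSG00000027801, chromosome 3, 57425314 to 57441677) rose from 87.5 ± 9.44 to 2890 ± 532 CPM (log2 fold change 5.05) and Anxa10 (ENSMUSG00000031635, chromosome 8, 62057042 to 62123150) from 5.09 ± 1.31 to 213 ± 34.8 CPM (log2 fold change 5.39). In COL BRAFp53 organoids, Cps1 (ENSMUSG00000025991, chromosome 1, 67123026 to 67231259) fell from 272 ± 81.3 to 12.2 ± 3.49 CPM (log2 fold change -4.48, SE 0.62, edgeR adjusted p = 0.000623). For each of these genes both on libraries lay on the same side of both off libraries.

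The 27 genes of the COL p53 arm included transcripts of absorptive cells. Apoa1 (ENSMUSG00000032083, chromosome 9, 46228580 to 46230466) fell from 226 ± 22.2 to 62.9 ± 15.8 CPM (log2 fold change -1.85, SE 0.21, edgeR adjusted p = 0.0089) and Hsd17b13 (ENSMUSG00000034528, chromosome 5, 103955440 to 103977410) from 41.4 ± 5.3 to 11.2 ± 2.64 CPM. The growth factor gene Fgf15 rose from 11.7 ± 2.36 to 39.8 ± 5.75 CPM (log2 fold change 1.77, SE 0.24, edgeR adjusted p = 0.0227), and its exons overlap those of genes on the other strand, whose reads the counting may not have separated.

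The study names 26 transcripts for the BRAF response, outside its list of epithelial-mesenchymal transition (EMT) genes. In COL, 24 of the 26 passed the edgeR threshold in the BRAF arm (18 up) and 24 in the BRAFp53 arm (19 up). In SI, 24 were tested, and 15 passed in the BRAF arm (13 up) and 14 in the BRAFp53 arm (all 14 up). In the p53 arms, 2 passed in COL and 0 in SI. Of the 7 EMT genes, 3 were tested in COL and 2 in SI, and 1 passed in each BRAF and BRAFp53 arm. In COL this was Cdh1, which rose by 0.66 on the log2 scale in the BRAF arm and by 0.39 in the BRAFp53 arm (edgeR adjusted p = 0.000977 and 0.0209). In SI it was Cdh1 in the BRAF arm (0.71, adjusted p = 0.00028) and Snai2 in the BRAFp53 arm, with 24 and 26 counts in the off libraries and 0 in the on libraries. The feedback regulators of the ERK pathway Dusp6 and Spry4 rose in all 4 BRAF-bearing arms. Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489) increased from 41.8 ± 7.71 to 132 ± 13 CPM in COL BRAF and from 8.14 ± 1.37 to 69.9 ± 5.6 CPM in SI BRAF organoids (log2 fold changes 1.66 and 3.10, edgeR adjusted p = 0.000176 and 9.78e-08). With p53R172H the changes were 2.11 in COL and 1.90 in SI. The glycolytic enzyme gene Hk1 rose by 1.07 and 1.70 in COL BRAF and BRAFp53 organoids and by 2.48 and 2.02 in SI on the log2 scale, and Hk2 by 0.77 and 1.09 in COL and by 0.75 in SI BRAFp53 organoids, and in SI BRAF organoids from 29 to 58.2 CPM (edgeR adjusted p = 0.000368). Hk1 shares exonic sequence with an antisense gene. The mucin gene Muc2 (ENSMUSG00000025515, chromosome 7, 141690340 to 141754693) rose by 2.22 and 1.67 in COL and by 2.36 and 3.43 in SI. The stem cell marker Olfm4 fell by 4.92 and 6.24 on the log2 scale in COL BRAF and BRAFp53 organoids and by 2.20 in SI BRAF organoids (edgeR adjusted p = 0.00138, 0.000774 and 0.0145). The size of the last 2 falls is uncertain, as the on libraries differed. SI BRAF on replicate 1 may also hold RNA of another SI culture (given among the other observations). Olfm4 had 3 and 38 counts in COL BRAFp53 on libraries (2045 and 1121 off) and 3926 and 352 in SI BRAF on libraries (9193 and 13055 off). Its fall in SI BRAFp53 organoids (189 ± 65.4 to 93.4 ± 29.6 CPM) did not pass the threshold (adjusted p = 0.325). Smoc2 fell by 1.55 and 2.19 in COL and by 1.62 in SI BRAF organoids. The sucrase-isomaltase gene Sis fell in COL BRAF organoids (log2 fold change -0.98, edgeR adjusted p = 0.0406), in COL BRAFp53 organoids (143 ± 15.9 to 26.9 ± 17.1 CPM, adjusted p = 0.000507) and in COL p53 organoids (47.7 to 12 CPM, adjusted p = 0.0456), and rose in SI BRAF organoids from 2730 ± 514 to 5910 ± 597 CPM (log2 fold change 1.11, adjusted p = 0.000128).

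Transcripts linked to the serrated route of colorectal cancer were examined next. Vsig1 rose in COL from 28.9 ± 4.73 to 61.5 ± 6.28 CPM with BRAFV600E and from 2.85 ± 0.46 to 20.9 ± 3.78 CPM with both oncogenes (edgeR adjusted p = 0.00154 and 2.55e-05). In SI BRAFp53 organoids it had 0 counts in both off libraries and 48 and 50 counts in the on libraries, at least 14.9-fold higher against the limit of detection. Ctse, the cathepsin E gene, had 0 counts in SI BRAFp53 off libraries and 88 and 164 in the on libraries, at least 39.4-fold higher. In COL BRAFp53 organoids, Cldn18 rose from 0.155 ± 0.111 to 0.975 ± 0.0445 CPM (edgeR adjusted p = 0.00775) and Gjb5 from 0.0306 ± 0.0432 to 0.938 ± 0.152 CPM (adjusted p = 0.0344). The Gjb5 call was not made by limma-voom (adjusted p = 0.0508, against 0.00137 in DESeq2 and 0.0332 with RLE size factors). Cav1 rose from 2.86 ± 1.7 to 67.3 ± 16.6 CPM in COL BRAFp53 organoids (log2 fold change 4.55, SE 0.51, edgeR adjusted p = 0.000168). With BRAFV600E alone, Cldn18 and Cav1 also rose in COL (log2 fold changes 1.93 and 3.35, edgeR adjusted p = 0.018 and 0.000744). Gjb5 and Ctse did not pass there (adjusted p = 0.186 and 0.0527), whereas Ctse passed in COL BRAFp53 organoids (adjusted p = 0.0259). The difference between the Cav1 responses of the COL BRAFp53 and BRAF arms did not pass (1.20, SE 0.654, edgeR adjusted p = 0.347). At the protein level, the study reports more CAV1 and CTSE when p53R172H was present.

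Gene lists fixed beforehand were then tested by fgsea on the ranked log2 fold changes, with adjustment over 130 tests. The value given is the median log2 fold change of the list. Of the 130 tests, fgsea called 50, camera 89 and fry 68, and 66 of the camera calls held under fry. ERK target genes were higher in COL BRAF (1.31, 26 of 27 members up, adjusted p = 0.00035) and BRAFp53 organoids (1.19, 25 of 27 up, adjusted p = 2.45e-05). In SI they were higher in BRAF (0.51, 20 of 27 up, adjusted p = 0.0121) and BRAFp53 organoids (1.23, 24 of 27 up, adjusted p = 0.000777). The SI BRAF value rested partly on 1 library, since it was 0.27 without on replicate 2. In these 4 arms 20, 17, 15 and 17 members passed the gene-wise threshold over all genes, and 23, 20, 15 and 19 when adjusted over the list alone. In COL p53 organoids the ERK list (0.35, 22 of 27 up) passed in camera and fry (adjusted p = 4e-07 and 0.0297) but not in fgsea (adjusted p = 0.101). The same held in SI p53 organoids (0.12, 16 of 27 up, adjusted p = 0.00252, 0.0333 and 0.275). Fetal and regenerative genes rose in COL by 1.78 and 1.33 (adjusted p = 9.42e-05 and 0.000862; 27 and 24 of 29 up) and in SI by 2.57 and 2.20 (adjusted p = 1.45e-05 and 0.000111; 19 and 20 of 23 up). With genes at the limit of detection set to their bound, the SI BRAF value was 2.43. These genes also rose in COL p53 organoids (0.59, 23 of 29 up, adjusted p = 0.00473), where the value was 0.30 without on replicate 1. Stem cell and Wnt target genes fell in COL BRAF (-0.76, adjusted p = 0.0352), COL BRAFp53 (-0.88, adjusted p = 0.00727) and SI BRAF organoids (-1.15, adjusted p = 0.00162), with 20 of 26, 23 of 26 and 20 of 24 members down. In SI BRAFp53 organoids the fall did not pass in fgsea or fry (-0.30, fgsea adjusted p = 0.264, 20 of 24 down) and passed in camera (adjusted p = 0.0267). That value was -0.47 without off replicate 1 and -0.19 without off replicate 2.

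The lists of differentiated cells behaved differently in the tissues. Enterocyte genes rose in SI BRAF organoids (1.18, 30 of 38 up, fgsea adjusted p = 0.000514, 32 called over all genes and 32 adjusted over the list alone). They were not called in COL BRAF organoids (-0.19, adjusted p = 0.221), where camera passed them (adjusted p = 0.00358) and the value was -0.30 without on replicate 1. They fell in COL BRAFp53 organoids (-0.64, 30 of 38 down, adjusted p = 0.0183), by 1.04 without on replicate 1 and by 0.32 without on replicate 2, and in COL p53 organoids (-0.62, 34 of 38 down, adjusted p = 0.00252), with 5 members called over all genes and 19 adjusted over the list alone. Paneth cell genes fell in SI BRAF organoids (-1.58, 15 of 17 down, adjusted p = 0.00621, 11 called both over all genes and adjusted over the list alone). Many of them are defensin genes of near-identical sequence, so that single members are uncertain. In SI BRAFp53 organoids the list was higher (0.55, 11 of 17 up), which passed in camera and fry (adjusted p = 5.38e-05 and 0.00182) but not in fgsea (adjusted p = 0.14), and the value was 0.32 without on replicate 1. Goblet and mucin genes rose in COL BRAFp53 (0.82, 17 of 22 up, adjusted p = 0.0172), SI BRAFp53 (1.22, all 22 up, adjusted p = 0.000372) and SI BRAF organoids (0.22, 16 of 22 up, adjusted p = 0.0197). The last value was 0.38 without off replicate 2 and 0.40 without on replicate 2. In COL BRAF organoids (0.72, 19 of 22 up) they passed in camera and fry (adjusted p = 3.28e-11 and 0.000985) but not in fgsea (adjusted p = 0.0706). Genes of gastric and serrated lesions rose in COL BRAF (1.78, 7 of 9 up, adjusted p = 0.00727), COL BRAFp53 (2.65, 8 of 9 up, adjusted p = 0.0112) and SI BRAFp53 organoids (4.50, 8 of 10 up, adjusted p = 0.00045). The COL BRAFp53 value was 1.43 without on replicate 1. With members at the limit of detection set to their bound, the last 2 values were 2.39 and 2.60. The panel that the study chose on these samples held 7 of the 18 genes of this list. The calls of this list are therefore not independent of the study's selection. Proliferation genes fell in COL BRAF (-0.74, 29 of 30 down, adjusted p = 0.00391) and SI BRAF organoids (-0.74, all 30 down, adjusted p = 0.00275). The SI value was -1.13 without on replicate 1 and -0.35 without on replicate 2. SI BRAF on replicate 1 may hold RNA of another SI culture. Glycolysis genes rose in COL BRAFp53 (0.84, all 16 up, adjusted p = 0.00621) and SI BRAF organoids (0.61, all 16 up, adjusted p = 0.0459), and the SI call was lost with RLE size factors (adjusted p = 0.0644).

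**Figure D3:**
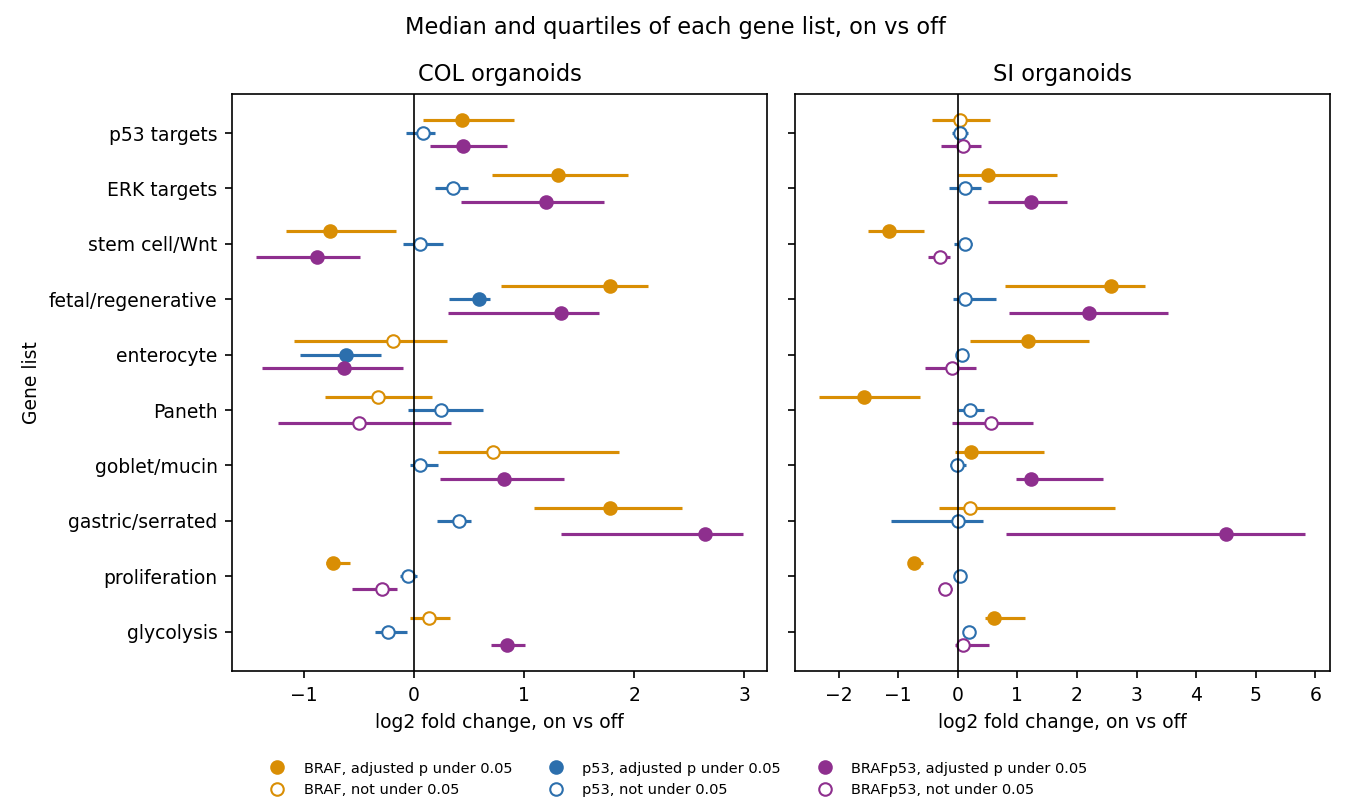
Median (point) and quartiles (line) of the log2 fold change of on against off organoids for 10 gene lists, in COL (left) and SI (right), coloured by genotype, with filled points for an fgsea adjusted p under 0.05. Fetal and regenerative genes were raised in all 4 BRAF-bearing arms, from 1.33 to 2.57.

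p53 activity was examined with a list of 50 p53 target genes. It rose in COL BRAF (0.44, 41 of 50 up, fgsea adjusted p = 0.0171) and COL BRAFp53 organoids (0.44, 44 of 50 up, adjusted p = 0.00252). In these arms 25 and 21 members passed over all genes, and 28 and 24 adjusted over the list alone. In SI, the list was not called in BRAF (0.03, 26 of 49 up, adjusted p = 0.988) or BRAFp53 organoids (0.09, 27 of 49 up, adjusted p = 0.991), although 21 and 10 of its members passed on their own in either direction. These values went to -0.07 without SI BRAF on replicate 2 and to 0.00 without SI BRAFp53 off replicate 2. With p53R172H alone the values were 0.08 in COL and 0.03 in SI (adjusted p = 0.988 in both), and 0 members passed in either arm over all genes or adjusted over the list alone. Without COL p53 off replicate 1 the COL value was -0.01, and the SI value ranged from -0.03 to 0.10 across the 4 fits that each left out one library. The difference between the BRAFp53 and BRAF responses of this list was 0.00 in COL and 0.02 in SI (adjusted p = 0.988 in both, 1 and 7 members called). It reached 0.11 without COL BRAF on replicate 2 and -0.05 without SI BRAF off replicate 1.

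To find transcripts whose response to BRAFV600E differed when p53R172H was present, the difference of the 2 log2 fold changes was tested in the same fit. It passed for 101 genes upward and 71 downward in COL, and for 1383 in SI (325 up, 1058 down). With an absolute log2 difference of at least 1 the balance in COL was 33 upward and 64 downward. DESeq2 called 1364 and 2108. After also subtracting the p53 response, 121 and 824 genes departed from the sum of the single responses on the log2 scale. The COL difference included Trp53 (1.38, SE 0.18, edgeR adjusted p = 0.0326), Fabp1 (3.98, SE 0.53, adjusted p = 0.0326) and Slc6a19 (-3.10, SE 0.47, adjusted p = 0.0354). Of the 26 transcripts named by the study, 2 passed in COL. These were Vsig1 (1.78, SE 0.26, edgeR adjusted p = 0.0354) and Cldn15 (0.77, SE 0.14, adjusted p = 0.0422), which fell by 1.10 in the BRAF arm and by 0.33 in the BRAFp53 arm. In SI 4 passed. Smoc2 was higher (1.38, edgeR adjusted p = 0.0111), and Dusp6 (-1.20), Sis (-1.22) and Cldn15 (-0.69) were lower (adjusted p = 0.00775, 0.0044 and 0.023). With the replicate number as a block, Trp53, Fabp1, Vsig1 and Cldn15 did not pass in COL (edgeR adjusted p = 0.065, 0.065, 0.0551 and 0.109). Nr2e3 had 207 and 162 counts in COL BRAFp53 off libraries and 0 in the on libraries, so that its fitted difference is no measure of size. The difference did not pass (edgeR adjusted p = 0.0544) except in DESeq2 (adjusted p = 0.00941, highest over the alternatives 0.175), and Nr2e3 overlaps another gene on the same strand. The differences of Hk1 (0.63), Hk2 (0.32), Cldn18 (0.71), Gjb5 (2.41) and Ctse (0.28) did not pass (edgeR adjusted p = 0.294, 0.396, 0.649, 0.508 and 0.847). In simulated COL libraries 35.2% of such differences were recovered, so a missing call does not show equal responses. The Gjb5 value was -3.92 without COL BRAF off replicate 2, and that of Ctse was -0.25 without COL BRAFp53 off replicate 2. A panel of 142 transcripts from the study's selection was also examined, which differs from the set whose share the study counted (given below). Of the 141 that were tested in COL, 80 (56.7%, Wilson 95% interval 48.5% to 64.6% if the genes were independent) had a larger absolute log2 fold change in the BRAFp53 than in the BRAF arm. For 2 of them the difference itself passed over all genes, 1 of these being the larger response in BRAFp53, and 9 passed when adjusted over the list alone. The study chose the panel on these samples, so that this count is not independent evidence. The share ranged from 48.9% to 61.7% when single libraries were left out.

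In SI, the difference between the double-mutant and BRAF responses separated cell type lists. Enterocyte genes were lower (-1.23, 37 of 38 down, fgsea adjusted p = 3.73e-06) and Paneth cell genes higher (2.28, 16 of 17 up, adjusted p = 0.00045). Goblet and mucin genes were higher too (0.95, 20 of 22 up, adjusted p = 0.0171), where the off libraries differed by -0.50. Stem cell and Wnt target genes (0.95, 20 of 24 up) passed in camera and fry (adjusted p = 3.39e-07 and 0.035) but not in fgsea (adjusted p = 0.136). In single genes, Anpep (ENSMUSG00000039062, chromosome 7, 79821803 to 79861059) was lower by 3.85 (SE 0.21, edgeR adjusted p = 2.15e-06), and Defa30 and Defa24 higher by 2.62 and 2.58. The off libraries differed as well. Between SI BRAFp53 and SI BRAF off libraries the median of the Paneth list was -1.38 and that of the enterocyte list 0.24. Proliferation genes were higher in SI (0.50, all 30 up, adjusted p = 0.0108) and in COL (0.42, 25 of 30 up, adjusted p = 0.0172), where 0 single genes passed over all genes in either tissue, and 8 in COL and 0 in SI adjusted over the list alone. Neither call held under fry (adjusted p = 0.238 and 0.105). The SI value was 0.15 and 0.98 in the fits without SI BRAF on replicate 2 and on replicate 1, and the COL value 0.21 without BRAFp53 on replicate 2. Glycolysis genes were higher in COL (0.63, all 16 up, adjusted p = 0.0172), where the off libraries of the BRAFp53 and BRAF cultures already differed by -0.76 (all 16 lower) and the on libraries by -0.16. In SI they were lower (-0.50, all 16 down), which passed in camera and fry (adjusted p = 6.3e-06 and 0.0154) but not in fgsea (adjusted p = 0.0583), and the off libraries differed by 0.43. The SI difference also included Xist, discussed under the sex markers.

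**Figure D4:**
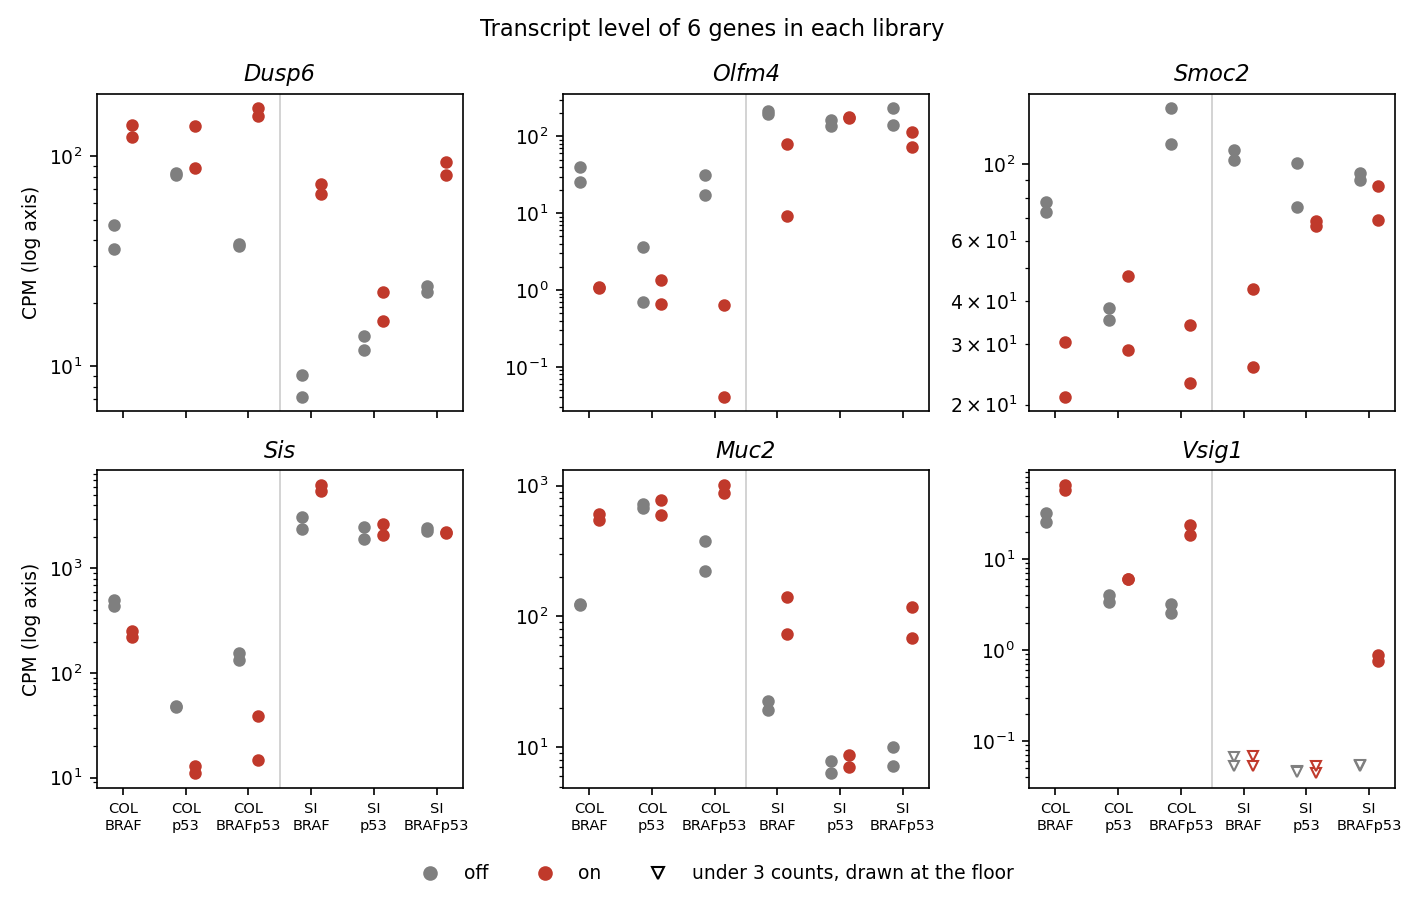
Level of Dusp6, Olfm4, Smoc2, Sis, Muc2 and Vsig1 in each library, in CPM scaled within each tissue on a log axis, by tissue and genotype, with off in grey, on in red and open triangles for libraries under 3 counts. Dusp6 rose in all 4 BRAF-bearing arms, by 1.66 to 3.10 on the log2 scale, whereas Sis fell in COL BRAF and rose in SI BRAF organoids.

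To ask whether the tissues responded differently, the BRAF and BRAFp53 responses of COL were compared with those of SI in a joint fit of all 24 libraries (19673 genes). The BRAF response differed for 2108 genes (652 higher in COL, 1456 lower), and the BRAFp53 response for 693 (274 higher, 419 lower). Within the smaller set the share of higher genes depended on scaling, filter, test and fold threshold. It was 39.5% with TMM, 49.4% with RLE size factors, 49.4% without a filter, 53.1% with at least 10 counts in every library, 40.8% in limma-voom and 54.5% in DESeq2. With an absolute log2 fold change of at least 1 it was 27.8% (121 higher, 314 lower). Dusp6 responded less in COL BRAF organoids (-1.48, SE 0.27, edgeR adjusted p = 0.0013), Spry4 more (1.90, SE 0.52, adjusted p = 0.0242) and Sis less (-2.13, SE 0.38, adjusted p = 0.00119). The difference of Fosl1 (2.93, adjusted p = 0.0464) rested on 1 library, being -1.62 without SI BRAF off replicate 2, and was not called by DESeq2 or limma-voom (adjusted p = 0.098 and 0.433, against 0.0461 with RLE size factors). The enterocyte list was lower in the COL than in the SI response to BRAFV600E (-1.44, 33 of 38 down, fgsea adjusted p = 8.42e-05). Tissue was confounded with dose, day of isolation, medium and donor.

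Finally, the off libraries of the tissues were compared, with the duplicates of a culture summed to 1 sample (3 cultures against 3). In the off libraries too, tissue was confounded with day of isolation, medium and donor, so these differences cannot be assigned to tissue alone. Of 17789 genes, 5270 differed (3022 higher in COL, 2248 lower). The count was 2479 without the SI p53 culture and 2781 without the SI BRAFp53 culture. Taking the 12 libraries as separate samples gave 8234. Car1 (ENSMUSG00000027556, chromosome 3, 14766216 to 14808368) had 0 counts in SI and 1410, 4090 and 16800 CPM in the COL cultures, at least 105000-fold higher. Cyp2c38 (ENSMUSG00000032808, chromosome 19, 39389556 to 39463075) had 0 counts in COL and was at least 302-fold higher in SI, and it belongs to a family of similar genes. For freshly isolated crypts the study names Ksr1, Dusp6, Cdx2 and the Spred and Sprouty families, taken here as 10 genes. Of these, 9 were tested in off organoids and 3 passed (2 higher in COL). Ksr1 was lower in COL (3.82 to 7.72 CPM against 23.1 to 31.4 CPM in SI, scaled together, log2 fold change -2.30, SE 0.29, edgeR adjusted p = 0.00287), and Dusp6 higher (log2 fold change 1.61, SE 0.45, adjusted p = 0.0358). For DUSP6 the study reports the opposite direction, with the most protein in the proximal SI by western blot. That comparison sets RNA of cultured organoids against protein of fresh material. Cdx2 was higher in COL (78.2 to 124 CPM against 45.1 to 57 CPM, edgeR adjusted p = 0.0115) and Braf as well (log2 fold change 1.34, adjusted p = 0.0169).

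Sex markers were read in each library. All COL cultures and the SI BRAF culture expressed the Y-linked genes Ddx3y, Kdm5d and Uty, with Ddx3y at 51.2 to 71.7 CPM in COL and 30.5 to 36.2 CPM in SI BRAF (scaled within each tissue). The SI p53 and SI BRAFp53 cultures had at most 0.0582 CPM of Ddx3y and 104 to 150 CPM of Xist, the X-linked transcript of female cells. The p53 and BRAFp53 cultures of the 2 tissues therefore differed in sex. In SI BRAF libraries Xist lay between 0.206 and 15.4 CPM, the highest value being on replicate 1. The call of Xist in the SI double-mutant difference (-4.71, edgeR adjusted p = 0.046) rested on this library. Without it the value was 0.56. DESeq2 and limma-voom did not call it (adjusted p = 0.0578 and 0.386, with a lowest value of 0.0439 over the alternatives). Of the immune and stromal markers, Cd14 was found in every library (5.93 to 127 CPM). The medians over the libraries were 2.65 CPM for Vim, 0.499 CPM for Csf1r, 0.269 CPM for Ptprc and 0.0394 CPM for Col1a1, and Csf1r and Vim reached 9.82 and 8.36 CPM.

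**Figure D5:**
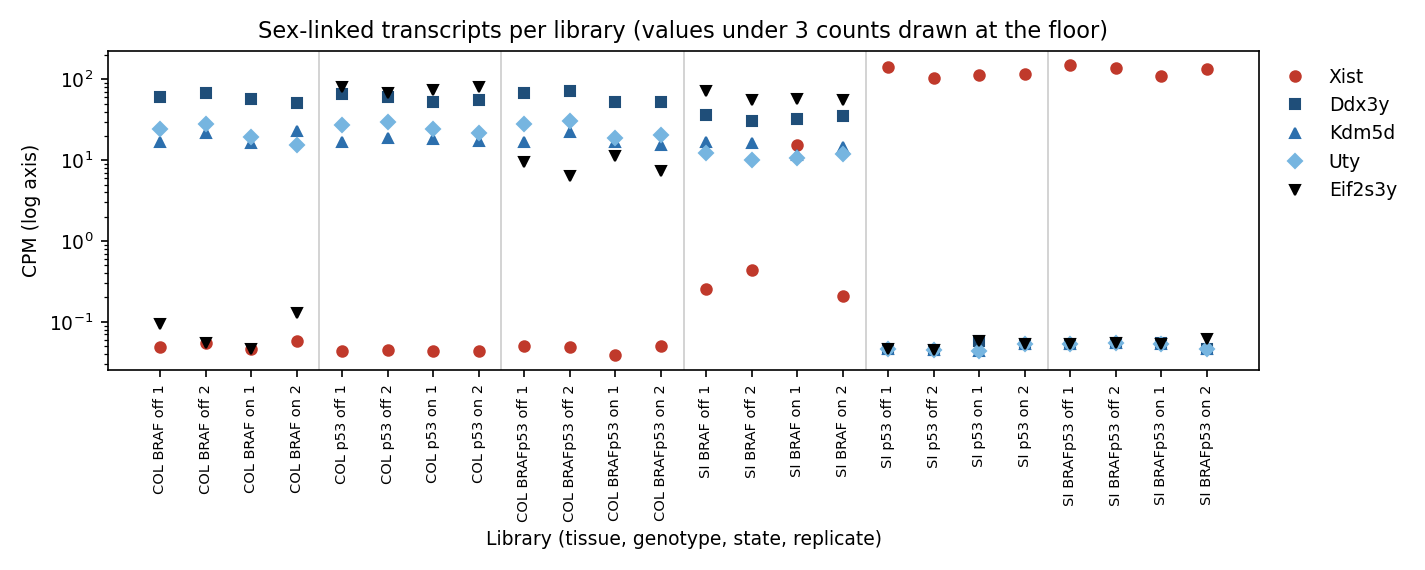
Level of Xist and of 4 Y-linked genes in each of the 24 libraries, in TMM-scaled CPM within each tissue on a log axis, with values under 3 counts drawn at the limit of detection. Xist was at 104 to 150 CPM in the SI p53 and SI BRAFp53 libraries, and Eif2s3y was at most 0.128 CPM in the COL BRAF libraries although the other Y-linked genes were expressed.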

Values the study reported

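In the colonic organoids, the study counted 72 out of the 129 selected BRAF-responsive transcripts outside the ERK category as more strongly modulated when p53R172H was present. It also examined a set of 54 BRAF-mutant colon adenocarcinomas and 41 healthy samples.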

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

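The results in this part stood out because the response of COL organoids differed from that of SI organoids by a test of the difference itself. The tests on Hoxa7 and on the mixed library were chosen only after the result was seen, and the other tests in this part were set before their results.

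The response to BRAFV600E differed between the tissues for 2108 genes and the response to both oncogenes for 693. A difference in depth was argued against, since thinning every library to the lowest depth gave 2153 and 727 genes. The weight of a few abundant genes was argued against as well, since 2088 and 676 genes were called after mitochondrial and the most abundant genes (39 in total) had been removed. SI BRAF on replicate 1 may hold RNA of another SI culture (given among the other observations). Such a mix was argued against as the main source of these calls. After 14.8% of the SI BRAFp53 off profile had been subtracted from this library, 2056 of the 2108 genes were still called, and 2006 to 2085 over 6 combinations of share and source culture. The 4-HT dose was 7 times higher in COL than in SI, and the day of isolation, the medium and the donors differed too. These and a biological difference between the tissues cannot be told apart, because each tissue has its own dose, day and medium. A tissue difference is therefore a hypothesis that these libraries leave open.

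Lists and genes of the differentiated epithelium were among the differences. The enterocyte list responded less in COL than in SI to BRAFV600E (-1.44, fgsea adjusted p = 8.42e-05), as did Sis (-2.13, edgeR adjusted p = 0.00119). For both oncogenes together the goblet and mucin list was lower in COL (-0.81, fgsea adjusted p = 0.0481), with Muc2 at -1.79 and Sis at -2.34 (edgeR adjusted p = 0.019 and 0.00229), and the p53 target list was higher (0.29, fgsea adjusted p = 0.0224). The stem cell markers Olfm4 (-5.30, edgeR adjusted p = 0.0178) and Smoc2 (-1.98, adjusted p = 0.0048) fell more in COL with both oncogenes, and for BRAFV600E alone their differences did not pass (adjusted p = 0.112 and 1). The Olfm4 difference with both oncogenes was not called by limma-voom (adjusted p = 0.161, the lowest value over the alternatives being 0.00513). No technical explanation was tested for these lists and genes one by one, and the 4-HT dose, 7 times higher in COL, remains confounded with them.

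Upon BRAFV600E alone, genes downstream of ERK differed between the tissues in both directions. Dusp6 responded less in COL (-1.48, edgeR adjusted p = 0.0013), and Spry4 (1.90, adjusted p = 0.0242) and Fosl1 (2.93, adjusted p = 0.0464) more. The Fosl1 value was -1.62 without SI BRAF off replicate 2, so that it rests on 1 library. DESeq2 and limma-voom did not call it (adjusted p = 0.098 and 0.433, against 0.0461 with RLE size factors). Hk1 responded less in COL (-1.46, adjusted p = 0.0105). With both oncogenes the differences of Dusp6, Spry4, Fosl1 and Hk1 did not pass (adjusted p = 0.827, 0.74, 0.945 and 0.669). Col18a1 (4.83, adjusted p = 2.17e-05) and the small nuclear RNA gene Rn7sk (3.01, adjusted p = 1.58e-05) responded more to BRAFV600E. Akp3 (-9.37, adjusted p = 0.00106) had 0 counts in the COL BRAF on libraries, so that its fitted value is no measure of size, and it belongs to a family of similar genes. Slc27a2 responded less in COL to both oncogenes (-6.25, adjusted p = 6.19e-05). No explanation was tested for these genes one by one.

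Hoxa7 (ENSMUSG00000038236, chromosome 6, 52214491 to 52221854) appeared to rise in SI and not in COL upon BRAFV600E induction (-9.04, edgeR adjusted p = 0.00646). It had 0 counts in both SI BRAF off libraries, 81 in on replicate 1 and 2 in on replicate 2, so that the fitted value is no measure of size. With 2 counts in the other on library, its signal may come from RNA of another culture in on replicate 1, and not from BRAFV600E. Limma-voom did not call it (adjusted p = 0.0891, the lowest value over the alternatives being 0.000117).

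Rps4l (ENSMUSG00000063171, chromosome 6, 148354656 to 148355598), a processed pseudogene, responded more in COL than in SI to both oncogenes (3.87, edgeR adjusted p = 0.00135). It fell in SI BRAFp53 organoids from 2.28 and 1.32 to 0.273 and 0.152 CPM, and it rose in COL from 4.07 and 7.86 to 10.5 and 10.3 CPM, scaled within each tissue. Reads shared with the abundant parent gene Rps4x were argued against, since Rps4x differed by 0.0669 between the tissues. Limma-voom did not call Rps4l (adjusted p = 0.0667, the lowest value over the alternatives being 1.4e-11). A regulated transcript and a variant of the donors stay open as untested explanations.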

How the results depend on the processing

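Across 76 fits that each left out one library, 99.78% to 100% of the genes called in an on against off, difference or tissue comparison kept their sign. This share was near its upper limit for every library, so that it says little about size. Of 103 counts of called genes under the alternatives, 70 stayed within 1.5 times the reported count and 33 did not. RLE size factors kept all 13 counts within that range.

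A requirement of an absolute log2 fold change of at least 1 lowered the counts by its own construction, to 1512 genes for COL BRAF, 1332 for COL BRAFp53, 2011 for SI BRAF and 830 for SI BRAFp53. It gave 97 genes for the COL (33 up, 64 down) and 715 for the SI difference between BRAFp53 and BRAF responses, 1139 and 435 for the tissue differences in the BRAF and BRAFp53 responses, and 3470 for COL off against SI off.

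The p53 arms, the differences of responses and the additivity contrasts depended most on the test and the filter. DESeq2 called 324 genes in COL p53, 65 in SI p53, 1364 in the COL and 2108 in the SI difference, 1162 and 1647 in the COL and SI additivity contrasts, and 1580 in the BRAFp53 tissue difference. Without a filter, 569 genes were called in COL p53, 155 in SI p53, 1312 in the COL difference, 1186 and 1520 in the COL and SI additivity contrasts, and 1548 in the BRAFp53 tissue difference. With at least 10 counts in every library the COL difference had 391 genes and the COL additivity contrast 257. Limma-voom called 1 gene in SI p53. A fit of only the 4 libraries of the genotype called 14 genes in COL p53, 9 of them among the 27, and 17 in SI p53. In simulated COL libraries, DESeq2 made 29 false calls, 21.3% of its calls, against 1 for edgeR. Otherwise the cause was not tested.

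For COL off against SI off, taking the 12 libraries as 6 against 6 gave 8234 genes, 4855 of them shared with the 5270. This setting counts duplicates of a culture as independent. The count ran from 2479 to 5381 genes across the 6 fits that each left out one culture, being lowest without SI p53, and 2781 without SI BRAFp53. The cause was not tested.

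Replicate numbers did not pair the libraries. Deviations of same-numbered off and on libraries from their group means correlated with r of -0.0678, 0.117 and -0.0737 for COL BRAF, p53 and BRAFp53, and 0.0755, -0.0938 and -0.0323 for SI. With the replicate number as a block, 15 genes were called in COL p53, 17 in the COL difference (3 up, 14 down) and 51 in the COL additivity contrast. Of 132 results for named genes, 19 that passed without the block did not pass under it. The cause was not tested.

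Calls of gene lists depended on the filter and the test. Of 83 further list results beside the 29 that answer a comparison, at least 10 counts in every library brought 24 past the threshold, camera 31 and fry 20. Among these 83, the gastric and serrated list in the SI difference went from 2.45 to -0.017 with at least 10 counts in every library, which left 2 of its genes. Among the 29, the same filter brought the enterocyte list in COL BRAF past the threshold (-0.041, fgsea adjusted p = 0.00937) and the p53 target list in the BRAF tissue difference (0.27, adjusted p = 0.000643). Camera also passed these (-0.19, adjusted p = 0.00358, and 0.31, adjusted p = 0.000832), as well as the stem cell list (-0.30, adjusted p = 0.0267) and the enterocyte list (-0.10, adjusted p = 0.0338) in SI BRAFp53, and fry passed the p53 target list in the BRAF tissue difference (0.31, adjusted p = 0.0142). The cause was not tested.

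Leaving out single libraries moved the median of lists over the following ranges. The ERK list ran from 1.30 to 1.46 in COL BRAF and from 1.08 to 1.36 in SI BRAFp53, and the fetal list from 1.56 to 1.80 in COL BRAF, 1.24 to 1.40 in COL BRAFp53, 2.28 to 2.82 in SI BRAF and 2.19 to 2.42 in SI BRAFp53. The stem cell list ran from -0.78 to -0.57 in COL BRAF and from -1.08 to -0.67 in COL BRAFp53. The enterocyte list ran from -0.30 (without COL BRAF on replicate 1) to -0.14 in COL BRAF, from -1.04 (without on replicate 1) to -0.32 (without on replicate 2) in COL BRAFp53, and from -0.21 (without off replicate 2) to -0.046 in SI BRAFp53. The p53 target list ran from 0.38 to 0.59 in COL BRAF, 0.33 to 0.52 in COL BRAFp53, -0.070 (without on replicate 2) to 0.074 in SI BRAF, 0.0019 (without off replicate 2) to 0.15 in SI BRAFp53, 0.26 to 0.44 in the BRAF and 0.29 to 0.40 in the BRAFp53 tissue difference.

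Among 140 results for named genes, whether called or not, DESeq2 did not call 2 that edgeR called and called 4 that edgeR did not. Among 142 such results, limma-voom did not call 9 that edgeR called. RLE size factors called 1 of the 142 that was not called with TMM scaling. In the arms with 2 libraries per group the simulated recovery of 46.1% in COL limits what a missing call says.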

Other observations

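The tests on the mixed library, on Eif2s3y, on the donors' sex, on single or mixed libraries of the COL p53 arm and on the silent Trp53 allele were chosen, or their reading was set, only after the result was seen, and the other tests in this part were set before.

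SI BRAF on replicate 1 held transcripts that were much lower in the other SI BRAF libraries. Xist was at 15.4 CPM there, and Reg1, Cfhr2, Mmp14, Gm4788 and Fam149a, present in the SI p53 and SI BRAFp53 cultures, were found as well. The 6 genes came at 12.2% to 24.8% of their level in the other SI cultures, with a median of 14.8%. Expression of Xist by the male culture alone was argued against, since the 5 other genes were also above 10%. A candidate explanation is RNA or cells of another SI culture in this library. The SI p53 culture as the only source was argued against by 4 genes above 5 CPM in both SI p53 off libraries, Nrn1, Pyroxd2, Nr0b2 and Gimap1, that stayed more than 2-fold below the lowest share it needs (12.4%). With the SI BRAFp53 culture before induction as the source, 0 of 9206 such genes stayed more than 2-fold below the lowest share (10.7%), so this culture is a candidate source, as a hypothesis. The call of Xist in the SI difference between BRAFp53 and BRAF responses may stem from this library, since the value went from -4.71 to 0.56 without it. For Reg1 (-7.62) it cannot be told apart whether the mix is the whole cause. The value was -2.51 without the library, and -6.92 to -1.52 over 6 combinations of share and source culture subtracted from it, with adjusted p from 0.000189 to 0.394. As the main source of the 1383 genes called in this difference the mix was argued against. With 14.8% of the SI BRAFp53 off profile subtracted, 1357 of them were still called among 1921, and 1319 to 1372 over the 6 combinations. The SI BRAF response itself was not tested by subtraction. Its 5345 called genes had a median absolute log2 fold change of 0.813. This was 0.926 without on replicate 1 and 0.727 without on replicate 2. A mix and a weaker response of on replicate 1 cannot be told apart here, so the SI BRAF changes may be understated.

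The Y-linked gene Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847) differed between the male COL cultures, at 0 to 0.128 CPM in BRAF, 6.33 to 11.3 CPM in BRAFp53 and 68.2 to 80.9 CPM in p53. Reads of the X-linked copy were argued against, since the 8 libraries without Y-linked expression had at most 0.0609 CPM. Loss of the whole Y chromosome was argued against, since Kdm5d, Uty and Ddx3y in COL BRAF were at least 0.853 times their COL p53 level. A mix of COL p53 RNA into the COL BRAFp53 libraries was argued against by 5 genes that stayed under the share it needs (11.3%), among them Zfp979 with 1 count where 394 would be due. A deletion or variant carried by part or all of a culture cannot be told apart from regulation. The level was 1.16 times higher in on than in off COL BRAFp53 libraries, and gene counts hold no sequence to decide.

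The SI p53 and SI BRAFp53 cultures were female and the COL cultures of these genotypes male. One donor mouse per genotype for both tissues was argued against, since Ddx3y reached at most 0.0582 CPM in these SI libraries. Swapped tissue labels were argued against, since at least 84.9% of 53 tissue-specific genes sided with the labelled tissue in each of 16 libraries. Separate donors per tissue may therefore have been used. In the comparison of off organoids, 1 of the 10 splits of the 6 cultures, the real one, gave as many genes as 5270, and the other 9 gave 0. With 3 against 3 this share cannot fall under 0.1. Sex was argued against as the main source by the SI BRAF culture, male as the COL cultures are. Of 3918 autosomal genes called between the COL cultures and the female SI cultures alone, it lay on the SI side for 87.5%, with a median of 82.2% of the difference. A smaller part of sex stays open. The medium and the day of isolation also differed between the tissues, and their part cannot be told apart from that of tissue. The count of called genes was 2479 without SI p53 and 2781 without SI BRAFp53, both female, against 4177 without SI BRAF.

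Across genes, the COL p53 response ran in the direction of the COL BRAF response (r = 0.44). In SI r was 0.157, running from 0.0445 without SI p53 on replicate 1 and 0.0556 without off replicate 1 to 0.245 without off replicate 2. Without COL p53 on replicate 1 the COL correlation was 0.177, within the SI range, and without on replicate 2 it was 0.559, so that much of it rests on 1 library. Whether it rests on that library alone cannot be told apart with 2 libraries. A mix of BRAF-on RNA into on replicate 1 was argued against, since 6 genes near 0 in COL p53 off reached 5.53% of their BRAF-on level where 32.9% was needed. A response to 4-HT and Cre shared by all COL on libraries could also give the correlation of 0.44 and cannot be told apart from an effect of p53R172H, as no culture with Cre and without a mutant allele is among the groups.

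In the SI difference between BRAFp53 and BRAF responses, Paneth cell genes were higher by 2.28, and the off libraries already differed by -1.38, while the on libraries differed by 0.50. The off difference may thus account for much of this result. For enterocyte genes (-1.23) it was argued against, since the off libraries differed by 0.24 and the on libraries by -0.70.

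Before induction, Trp53 was lower in all 4 cultures with the conditional p53R172H allele than in the BRAF culture of the tissue. The log2 differences were -0.79 for COL BRAFp53 (edgeR adjusted p = 0.0029), -0.30 for COL p53 (adjusted p = 0.111), -0.86 for SI BRAFp53 (adjusted p = 0.00142) and -0.79 for SI p53 (adjusted p = 0.00283). With -0.30 as the highest of the 4 and a rise upon 4-HT in each, a candidate explanation is that the stop cassette keeps one allele silent. Whether p53 output was lower cannot be told apart, since the medians of the target list were small and each genotype is 1 donor. They were -0.067 for COL BRAFp53 and -0.043 for COL p53, close to 0, with 26 and 28 of 50 members down. In SI they were -0.135 for BRAFp53 and -0.186 for p53 (30 and 37 of 49 down), which goes with a lower output.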
